A study of Mus musculus with 2 samples. Its data were reported in "Neutrophil metalloproteinase driven spleen damage hampers infection control of trypanosomiasis" (2023).

How the data were processed

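Bone marrow was flushed from the femurs of C57BL/6 mice aged 6 to 8 weeks. The series design text gives 3 naive mice and 3 mice infected with trypanosomes, the blood-borne protozoan parasites that the study used to model African trypanosomiasis. Each group was represented by 1 single-cell library made with 10x Genomics 3' v3 chemistry, in which every transcript carries a unique molecular identifier (UMI). How the 3 mice of a group were combined is not given in the sources used here, and no cell could be traced to a mouse. Each group therefore counted as 1 sample.

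The deposited files held raw UMI counts per gene and barcode, which the authors made with Cell Ranger 7.0.1 against mm10. One set of counts covered every barcode and another covered the barcodes called as cells. The counts of the called barcodes were the same in both sets. Their later removal of free RNA and their normalisation were not part of these counts. Both libraries listed 32285 features. The sets of called barcodes held 8579 barcodes and 75923347 UMIs for the naive library, and 8020 barcodes and 78611501 UMIs for the infected library.

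Cells with under 100 genes, over 6000 genes or over 10% mitochondrial UMIs were removed, and Gm42418 and AY036118 were left out, following the filter the study states. This left 7956 naive and 7352 infected cells. No doublets were removed from the values reported as main results. A score from simulated doublets served as an alternative in which 477 naive and 441 infected cells, the highest 6% of each library, were left out. This score marks a fixed share and is not a doublet caller.

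Counts were scaled to 10000 UMIs per cell and log-transformed. The 2000 most variable genes, 26 principal components, a Harmony correction for library written for this work, 20 nearest neighbours and Leiden clustering at resolution 0.5 gave 21 clusters. Genes of the lists compared, other than class and stage markers, were kept out of the variable genes, as were mitochondrial, ribosomal and antigen receptor segment genes. The correction had placed infected T and NK cells in clusters with naive precursor B cells. Every cluster not named neutrophil was for this reason split a second time without correction for library, on 10 principal components. Clusters 0, 1, 2, 5 and 6, named neutrophil, were not split and are counted among the resulting 77 sub-clusters. Sub-clusters were named from marker genes of 17 cell classes. A name needed at least 3 detected markers and at least 0.5 of the markers of its class. The second split, these naming limits, and the joining of T with NK cells and of precursor with mature B cells were chosen after the clusters had been seen. The marker genes, the gene lists, the naming rule for genes and all alternatives except those without the second split and without sub-clusters mostly of 1 library were fixed before the data were examined. Class names stand for cells that resemble the named type in their markers, such as neutrophil-like cells. Of the sub-clusters, 3 stayed unnamed, with 44 naive and 15 infected cells. Sub-cluster 13.1 met the limits for megakaryocytes or platelets, but it shared leading genes with the stem sub-cluster and is given by its number. Classes were rebuilt from markers, so a difference from the study may come from the names.

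Neutrophils were clustered again on their own variable genes with 4 principal components. Leiden clustering from resolution 0.1 upwards gave 4 sub-clusters of 50 or more cells. Markers named them N1 (proliferating precursors), N2 and N3 (immature) and N4 (mature), the stages used in the study.

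UMIs were summed per library over each class or stage with at least 50 cells in each library and expressed as counts per 1000000 UMIs of that sum (CPM). Intervals are exact Poisson intervals for CPM, exact conditional binomial intervals for ratios of counts, Clopper-Pearson intervals for shares and log-normal intervals for ratios of shares, all at the 95% level. They cover counting error only. With 1 library per group there were no replicates, so no test was run and no difference between mice could be estimated. A ratio compares these libraries, not the conditions. For 0 counts the floor was 3 counts.

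A gene list was summarised by the median log2 ratio, infected over naive, of its members with at least 20 UMIs over both libraries, after 0.5 was added to each count. An interval for the median came from 1000 Poisson redraws of the counts. The median's percentile among 10000 random lists of the same size, matched on mean expression, describes these libraries only. The 23 lists covered interferon-gamma GTPases and targets, type I interferon-stimulated genes, MHC class I and class II presentation, genes that the study's text names as higher (9 interferon-induced genes) or lower in spleen N4 cells, NADPH oxidase, anti-apoptotic and pro-apoptotic genes, calprotectin, azurophilic, specific and gelatinase granules, tissue inhibitors of metalloproteinases (TIMPs), cytokines and chemokines, the BAFF and APRIL axis, cell cycle, T and NK effector genes, iron and haem handling, immunoglobulin isotypes, early-response and heat-shock genes, neutrophil transcription factors, and homing and adhesion. Mx1 and Mx2 of the type I list were not among the features. Members that mark the class or stage were left out there.

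Genes were named by a rule of size. Among genes with at least 50 UMIs and 50 CPM in the library where they were higher, the rule took the 10 largest log2 ratios in each direction for all neutrophils and for N4, and 5 in each direction for other classes with at least 100 cells in each library. It left out markers, the leading 10 genes of every cluster, gene models without names, haemoglobin and antigen receptor segment genes, genes over 5 times higher in empty droplets than in the class, and genes whose direction turned with free RNA subtracted or with equal weight for every cell. List members could be named as well. Some single-gene values are not reported here. Members of the guanylate-binding protein, H2-Q, Tgtp, Bcl2a1, Ifit3 and Irgm families share sequence with near copies, so counts of single members are uncertain. Coordinates come from GENCODE vM21 on the same build as the counts. The authors' annotation was another release.

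Free RNA was measured in droplets under 100 UMIs, 940286 in the naive and 930089 in the infected library. Its share of the UMIs in cells was estimated from granule genes in T and NK cells, plasmacytoid dendritic cells and basophils. The estimate was 14.2% for the naive and 7.50% for the infected library. Subtracting it from neutrophils also removes their own granule transcripts, because granule genes made up 11.0% of the naive and 11.2% of the infected free RNA. Some genes lay under their estimated share of free RNA. The estimate was too high for these genes, so ratios with free RNA subtracted can be inflated.

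The steps were tested on simulated data. In counts drawn for 9414 genes of the neutrophil comparison with 200 changed genes, median recovered log2 ratios were -2.00 for a fold of 0.25, -0.98 for 0.5, -0.61 for 0.667, 0.57 for 1.5, 0.98 for 2 and 2.00 for 4, and the intervals covered the made value in 95.8% of genes. For the naive library, divided at random into 2 parts with B lineage cells removed from 1 part, the neutrophil ratio was made as 1.28 and recovered as 1.26, and the B lineage ratio was made as 0.138 and recovered as 0.169. Of the cells of a class, 100% of neutrophils, 98.4% of the B lineage and 98.0% of T and NK cells kept their name there, but 78.0% of monocytes. List medians made as 0 in neutrophils came out between -0.15 and -0.07. An alternative left out, in the classes that had them, sub-clusters with over 80% of cells from 1 library. Other alternatives changed the cell filter, doublets, library correction, variable genes, resolution, principal components, free RNA, weighting of cells, scaling, pseudocount, depth and minimum count. Thinning every cell to 2000 UMIs left out 235 naive and 637 infected cells. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used, with edgeR 4.0.16 in R 4.3.3 for TMM scaling factors.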

Results

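Single-cell transcriptomes of femoral bone marrow were available for naive mice and for trypanosome-infected mice, with 1 library of each kind. The naive library held 8579 called barcodes and 75923347 UMIs, and the infected library held 8020 called barcodes and 78611501 UMIs. After filtering, 7956 naive cells with a median of 5822 UMIs and 7352 infected cells with a median of 5394 UMIs were kept. There were no replicates, so each value below is a description of these libraries, with an interval for counting error only. The comparisons ask how infection changes the make-up of the marrow, the maturation stages and transcripts of its neutrophils, the metalloproteinases that neutrophils carry, and the transcripts of the other cell classes.

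The infected marrow held a larger share of neutrophils, the short-lived phagocytes that leave the marrow for blood and tissues, and far fewer cells of the B lineage. Neutrophils made up 46.7% of naive cells (95% interval 45.6 to 47.8) and 66.7% of infected cells (65.6 to 67.7), a ratio of 1.43 (1.39 to 1.47). Their number among the kept cells was 3716 in the naive and 4901 in the infected library, a ratio of numbers of 1.32. B lineage cells, which give rise to antibody-producing cells, were 22.2% of naive cells (1764 cells) and 1.29% of infected cells (95 cells), a share 17.2-fold lower in the infected library (14.0 to 21.0). As a ratio, infected over naive, this is 0.0583, and it was 0.147 without the second split of clusters, a step chosen after the clusters had been seen. Plasmacytoid dendritic cells, known producers of type I interferon, were 2.77-fold lower at 3.54% against 1.28%.

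Precursor B cells were 805 in the naive library and 19 in the infected library, and mature B cells were 959 and 76. T and NK cells were 6.35% of naive and 8.87% of infected cells, a ratio of 1.40 (1.25 to 1.56). By the names of their sub-clusters, T cells were 203 in each library, a ratio of 1.08 (0.893 to 1.31). NK cells were 302 and 449, a ratio of 1.61 (1.40 to 1.86), so the joined class held a different mix in each library. Erythroid cells, the nucleated precursors of red cells, were 1.11% and 2.37%, a ratio of 2.14 (1.66 to 2.76). Myeloid progenitors were 2.66% and 3.44%, and plasma cells, which secrete antibody, were 0.43% (34 cells) and 0.79% (58 cells). Basophils or mast cells were 1.33% and 0.86%, and stem and early progenitor cells 0.65% and 0.46%. Sub-cluster 13.1, with 48 naive and 27 infected cells, held markers of megakaryocytes such as Pf4, but Angpt1, Prkg1 and Meis1 led it as they led the stem sub-cluster, so it is not named as a type. Conventional dendritic cells were 1.60% and 1.55%. Monocytes were 11.3% and 10.2%, a ratio of 0.904, and macrophages 1.02% and 1.67%, a ratio of 1.64. Their ratios turned to 1.05 and 0.914 when labels of naive cells were carried to infected cells, and that of conventional dendritic cells ranged from 0.673 to 9.12 over the alternatives.

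Shares depend on each other, so the smaller B lineage raises all other shares. Among cells outside the B lineage, neutrophils were 3716 of 6192 naive and 4901 of 7257 infected cells, a ratio of 1.13 (1.10 to 1.15). T and NK cells had a ratio of 1.10 (0.99 to 1.23) there, and monocytes a ratio of 0.712 (0.651 to 0.780). Among cells outside the neutrophils, monocytes had a ratio of 1.44 (1.33 to 1.57) and T and NK cells 2.23 (2.01 to 2.48). The direction for monocytes thus depended on the class left out.

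**Figure D1:**
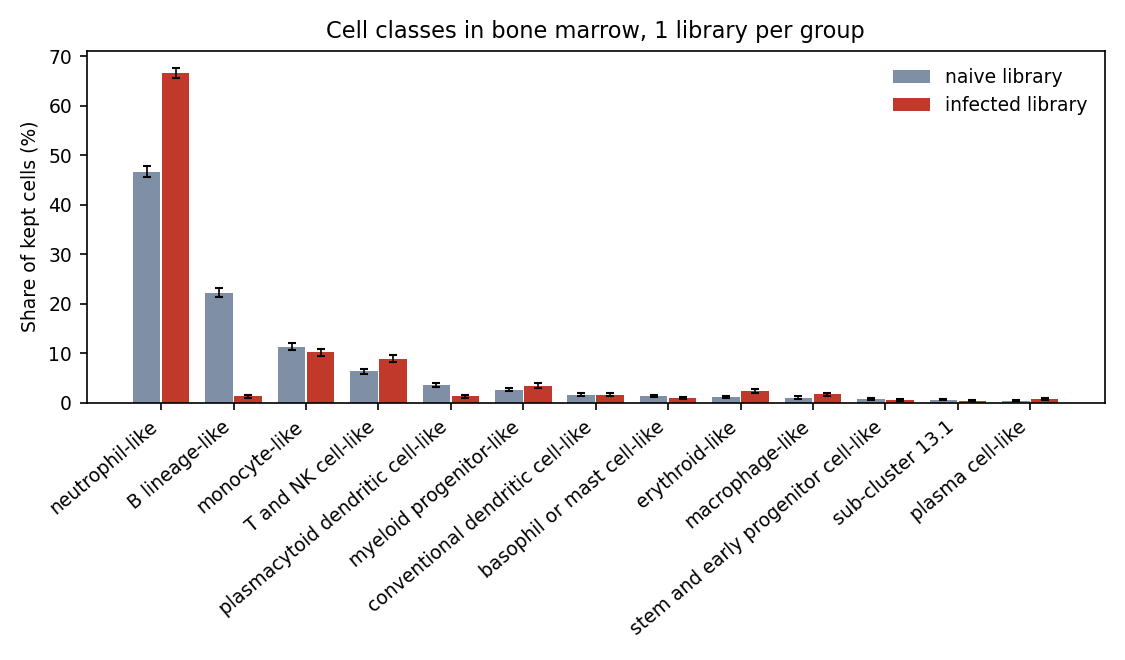
Share of kept cells in each class (percent) in the naive and the infected library, with bars for 95% Clopper-Pearson intervals that cover counting error only. Neutrophils stood at 46.7% and 66.7%, B lineage cells at 22.2% and 1.29%, and sub-cluster 13.1 is drawn by its number.

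All 4 neutrophil stages were present in both libraries at similar shares. Mature N4 cells, marked by Il1b, Ccl6 and Cxcr2, were 36.3% of naive and 39.1% of infected neutrophils, a ratio of 1.08 (1.02 to 1.14). The dividing N1 precursors were 12.8% and 11.7%, a ratio of 0.913 (0.815 to 1.02), and the immature N2 cells were 24.4% and 21.3%, a ratio of 0.876 (0.811 to 0.948). N3 cells were 26.5% and 27.9%, a ratio of 1.05 (0.980 to 1.13). The intervals of N1 and N3 include 1, so no difference beyond counting error was seen there. Without library correction the ratios were 0.779 for N2 and 1.20 for N3, both outside the intervals above. The N2 and N3 shares thus depend partly on that correction.

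Infected neutrophils had higher levels of interferon-gamma targets, of type I interferon-stimulated genes and of the MHC class I pathway, while transcripts for oxidative burst, apoptosis and granules lay closer to those of naive neutrophils. The interferon-gamma list had a median log2 ratio of 3.77 (3.64 to 4.07), above all 10000 matched random lists, and all 24 measured members were higher in the infected library. Gbp2, an interferon-induced GTPase that acts on intracellular pathogens, was at 9.31 counts per 1000000 UMIs (CPM) in naive and 292 in infected neutrophils, a ratio of 31.4 (27.5 to 35.9). Cd274, which encodes the inhibitory ligand PD-L1, was at 8.71 and 121, a ratio of 14.0 (12.2 to 16.1).

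Irf1, an interferon-responsive transcription factor, was 7.95-fold higher (7.48 to 8.46). All 33 measured members of the type I list were higher as well, with a median of 1.51 (1.45 to 1.61). Isg15, a ubiquitin-like protein, had a ratio of 3.29, Irf7, a regulator of interferon production, 3.11, Ifit3 4.23 and Ifitm3, a membrane protein that restricts virus entry, 2.48. All 18 members of the MHC class I list were higher, with a median of 1.90 (1.86 to 1.94). H2-K1, a classical class I heavy chain, was 5.64-fold higher, B2m, its light chain, 3.00-fold, Tap1, a subunit of the peptide transporter, 5.43-fold, and Nlrc5, the transactivator of class I genes, 21.1-fold. The 9 interferon-induced genes that the study's text names as higher in spleen N4 cells were all higher over all neutrophils here, with a median of 2.08 (1.95 to 2.22), and in N4 cells their median was 1.84. They are interferon-induced genes and do not stand for all genes that differed in the spleen. These lists overlap, since Irf7, Ifit3, Isg15, Ifitm3, Ifi47 and others stand in more than one of them.

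The interferon-gamma median was 3.28 in N1, 3.23 in N2, 3.40 in N3 and 4.19 in N4 cells. With genes at 0 in the naive library set to the floor, it was 3.16 in N2 and 3.87 in N4. The type I median was 1.68 in N1, 1.64 in N2, 1.08 in N3 and 1.47 in N4, and the MHC class I median was 1.87, 1.80, 1.85 and 2.01. Free RNA of the infected library held the same transcripts, with Gbp2 at 221 CPM in its empty droplets.

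**Figure D2:**
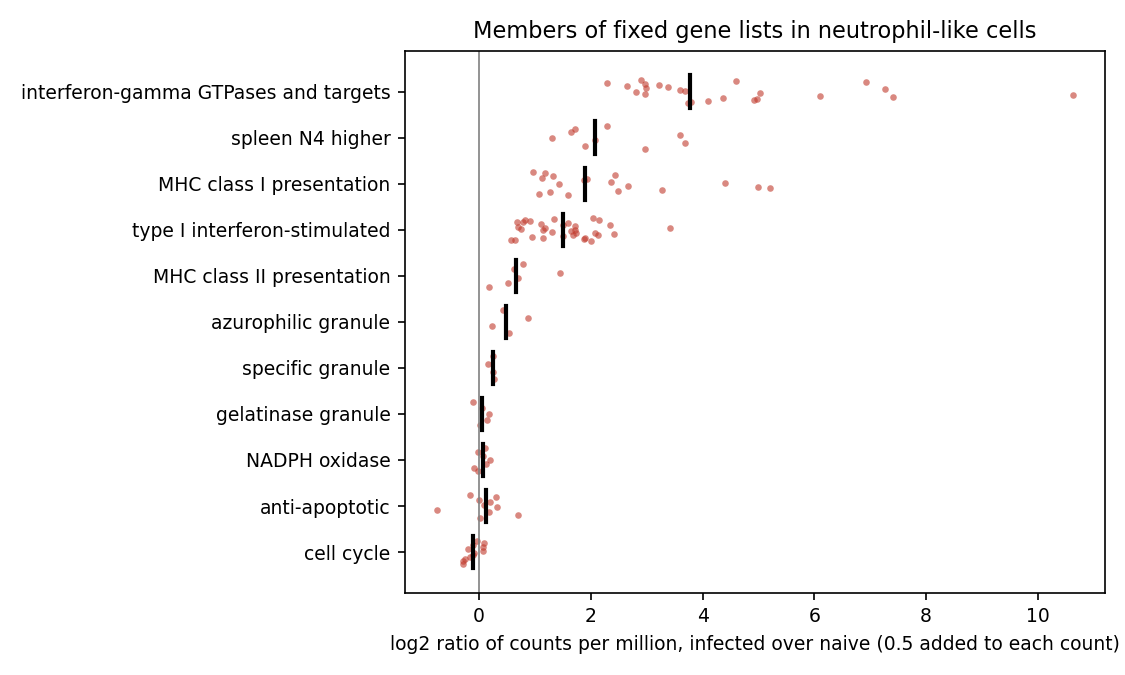
Log2 ratio of CPM, infected over naive, for each measured member of 11 gene lists in neutrophils, with 1 point per gene and a black bar at the median of each list. The median stood at 3.77 for the interferon-gamma list, 1.90 for MHC class I and 1.51 for type I interferon, and at 0.07 for NADPH oxidase.

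By the rule of size, the named genes highest in infected relative to naive neutrophils were H2-Q6 and H2-Q7 (37.1-fold and 31.9-fold), Gbp8 (32.9-fold), Gbp2, Nlrc5, Itgb7 (14.6-fold), Cd274, and the interferon-inducible GTPases Ifi47 (12.9-fold), Igtp (12.1-fold) and Irgm1 (10.5-fold). H2-Q and Gbp paralogs share sequence, so the counts of single members are uncertain. Naive levels of H2-Q6, H2-Q7, Gbp8 and Itgb7 lay under their estimated share of free RNA, with H2-Q7 at 15.3 CPM in naive neutrophils and 141 in naive empty droplets, and that of Nlrc5 (4.82 and 30.3 CPM) near it, so their folds and their order are not firm. With free RNA subtracted the log2 ratio of Ifi47 moved from 3.68 to 5.07. Itgb7 encodes an integrin subunit that pairs with alpha chains in lymphocyte homing. In mm10 coordinates, Gbp2 (ENSMUSG00000028270) lies on chromosome 3 from 142620602 to 142638008, Nlrc5 (ENSMUSG00000074151) on chromosome 8 from 94434356 to 94527272, and Cd274 (ENSMUSG00000016496) on chromosome 19 from 29367455 to 29388095. The named genes lower in infected neutrophils were Egr1 (3.82-fold), Trf, which encodes transferrin (2.20-fold), Slc9a9 (1.98-fold), Lsm6 (1.62-fold), Cops9 (1.61-fold), Olfm4, a protein of specific granules (1.54-fold), H2afj (1.53-fold), Smim4 (1.52-fold), Hist1h2ae (1.49-fold) and the inflammasome sensor Nlrp3 (1.47-fold).

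The remaining lists had medians near 0 or levels near free RNA. NADPH oxidase genes had a median log2 ratio of 0.07, with Ncf1 at a ratio of 1.09 and Cybb at 0.942. Anti-apoptotic genes had a median of 0.13, with Mcl1 at 1.23, and pro-apoptotic genes 0.18, with Bcl2l11 at 1.45. The calprotectin subunits S100a8 and S100a9 were lower, with log2 ratios of -0.17 and -0.12. Medians were 0.48 for azurophilic, 0.25 for specific and 0.06 for gelatinase granules, and the first was -0.04 when labels of naive cells were carried over. Azurophilic granule genes lay under their level in empty droplets, with Elane at 175 and 206 CPM in neutrophils and at 957 and 1177 in empty droplets. Cytokines and chemokines had a median of 0.37, neutrophil transcription factors 0.23, with the cytokine signalling inhibitor Socs3 2.70-fold higher, and homing and adhesion 0.22, with Icam1, an adhesion ligand, at 1.36 and 8.28 CPM. The cell cycle list had a median of -0.10, iron and haem handling -0.08, the BAFF and APRIL axis 0.02, T and NK effector genes 0.36, genes named as lower in spleen N4 cells 0.15, early-response and heat-shock genes 0.15, MHC class II 0.67 and immunoglobulin isotypes 1.06. With free RNA subtracted, most members of the MHC class II list and all of the immunoglobulin list had 0 UMIs left in both libraries. The value of -0.14 that both lists then take comes from the library totals alone, so neither direction can be read. In at least 1 alternative each, the median was below 0 for T and NK effector genes (-0.04), early-response and heat-shock genes (-0.19), genes lower in spleen N4 cells (-0.12), the BAFF and APRIL axis (-0.19) and gelatinase granules (-0.01).

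In N4 cells, the early-response and heat-shock list was lower in the infected library, with a median of -0.62 (-0.69 to -0.45), below all 10000 random lists and with 8 of 9 measured members lower. With 1 library per group, a difference in the preparation of the libraries cannot be told apart from infection here, and it was not tested. The median of this list was 0.21 in N1, 0.30 in N2 and 0.34 in N3 cells, and above 0 there in all alternatives. Egr1, an immediate early transcription factor, was at 264 and 37.0 CPM, 7.14-fold lower (6.15 to 8.33). Nr4a1, an orphan nuclear receptor induced by activation, was 2.87-fold lower (2.26 to 3.68), Ier2 1.95-fold lower, and Fos, a subunit of the transcription factor AP-1, 1.54-fold lower (log2 ratio -0.62). Junb, which the study's text names as lower in spleen N4 cells, had a log2 ratio of -0.58, while Jun was 1.45-fold higher. In N4 cells the median gene had a log2 ratio of -0.14 and the TMM scaling shifted ratios by 0.13, so all N4 ratios are relative to that shift.

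Gbp4 had the largest named ratio in N4 cells (2 and 919 UMIs, a ratio of 395 with an interval of 109 to 3267). It was followed by Gbp5 (122-fold) and by Gbp6, with 0 and 332 UMIs. The ratio of Gbp6 was 95.1 with the naive count set to the floor, and its lower interval limit was 76.9. The log2 ratio of Gbp6 ran from 5.86 to 9.33 over the alternatives. Next came Gbp8 (41.4-fold), Gbp2 (33.0-fold), H2-Q7 (29.5-fold), H2-Q6 (26.6-fold), Csta2 (23.7-fold), Ifi206 (23.4-fold) and Ifi47 (22.1-fold). Naive Gbp4 lay under its estimated share of free RNA, and that share was a large part of the naive level of the H2-Q genes, Ifi206, Gbp8 and Gbp5, so these folds are not firm. With free RNA subtracted the log2 ratio moved from 4.72 to 6.08 for H2-Q6, from 4.88 to 6.85 for H2-Q7, from 4.48 to 7.30 for Ifi206, from 5.34 to 6.28 for Gbp8 and from 6.76 to 7.57 for Gbp5. That of Gbp4 ran from 6.83 to 10.51 over the alternatives. Beside Egr1 and Nr4a1, the lower ones were Trf (4.45-fold), Atg4c, an autophagy protease (2.57-fold), Peak1 (2.47-fold), Slc9a9 (2.42-fold), Acta2 (2.39-fold), Maml3, a Notch coactivator (2.39-fold), Sntb1 (2.36-fold) and Slc43a2 (2.34-fold).

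Neutrophils of both libraries carried similar levels of the collagenase Mmp8 and the gelatinase Mmp9, enzymes that break down extracellular matrix, and Mmp8 was higher in mature infected cells. Over all neutrophils, Mmp8 was at 1666 CPM in the naive (1650 to 1682) and 1893 in the infected library (1876 to 1909.5), a ratio of 1.14 (1.12 to 1.15). Mmp9 was at 1568 (1553 to 1584) and 1635 (1619 to 1650), a ratio of 1.04 (1.03 to 1.06). In N4 cells Mmp8 was at 1632 and 2305, a ratio of 1.41 (1.37 to 1.45), and Mmp9 at 2348 and 2350. Mmp25, a membrane-anchored member of the family, had a ratio of 1.10 over all neutrophils and 1.33 in N4 cells.

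Timp2, an inhibitor of these enzymes, was at 167 and 188 CPM, a ratio of 1.13 (1.08 to 1.17). Timp1 had 0 and 2 UMIs and Timp3 0 and 1 UMIs over all neutrophils, so no ratio is given. Mmp8 and Mmp9 were highest in N3 cells, with Mmp8 at 4270 and 4442 and Mmp9 at 3236 and 3323, and Timp2 in N4 cells, at 384 and 417. In N1 cells Mmp8 was at 45.4 and 83.3. Empty droplets held Mmp8 at 540 and 539 and Mmp9 at 525 and 572 CPM, Mmp25 at 59.3 and 66.9, and Timp2 at 61.2 and 62.9. Monocytes had Mmp8 at 125 and 127 and Mmp9 at 54.8 and 45.3, and Timp2 at 19.7 and 6.46, all below the empty droplets. With free RNA subtracted the log2 ratio of Mmp9 in neutrophils was -0.01, so its direction is open.

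**Figure D3:**
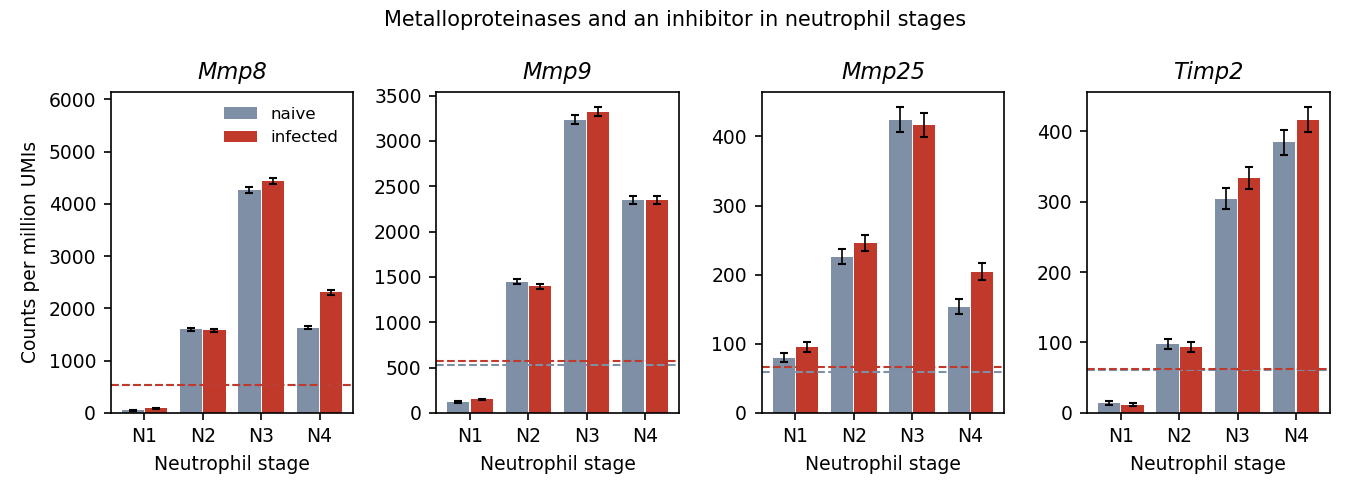
CPM of Mmp8, Mmp9, Mmp25 and the inhibitor Timp2 in the neutrophil stages N1 to N4 of the naive and the infected library, with error bars for exact Poisson 95% intervals and dashed lines at the level in empty droplets of each library. Mmp8 in N4 cells stood at 1632 and 2305, and both Mmp8 and Mmp9 were highest in N3 cells.

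In the other classes, the interferon-gamma list was higher in every class with at least 50 cells in each library. Among the classes with a type I median given below, that median stayed above 0 over the alternatives in myeloid progenitors only. Monocytes, precursors of tissue macrophages, had an interferon-gamma median of 2.41 (2.33 to 2.62), with all 24 measured members higher. Their Gbp2 was at 17.1 and 319 CPM, a ratio of 18.6 (16.2 to 21.5). Cxcl9, a chemokine that attracts activated T cells, was at 1.19 and 67.2, a ratio of 56.6 (33.6 to 104), or 5.77 on the log2 scale, which ran from 4.03 to 6.83 over the alternatives. The median was 4.60 in erythroid cells (3.45 with genes at 0 set to the floor), 3.84 in myeloid progenitors (3.64), 3.34 in basophils or mast cells, 2.75 in macrophages, 2.27 in the B lineage (where TMM scaling shifted ratios by 0.11), 1.88 in conventional dendritic cells, 1.05 in T and NK cells and 0.85 in plasmacytoid dendritic cells. Over the alternatives the median ran from 2.53 to 4.96 in erythroid cells and from 0.71 to 1.68 in plasmacytoid dendritic cells. Cluster 20, led by haemoglobin genes, held 44 of 88 naive and 45 of 174 infected erythroid cells. Median depth was 6220 and 19938.5 UMIs in erythroid cells. Sub-cluster 11.1 held 119 of 282 naive and 14 of 94 infected plasmacytoid dendritic cells. Both classes thus compare partly unlike cells, and their sizes are not firm. Of the naive B lineage cells, 98.8% sat in sub-clusters made up mostly of naive cells. The 95 infected ones also carried transcripts of T and NK cells, so the B lineage value compares unlike cells.

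The type I median was -0.09 in monocytes, where 15 members were higher and 19 lower, and it turned above 0 in some alternatives, up to 0.22. Irf7 in monocytes had a ratio of 0.703 (0.646 to 0.763) and Isg15 a ratio of 1.40. Over the alternatives their log2 ratios ran from -0.66 to -0.06 and from 0.35 to 1.22. The type I median was -0.01 in T and NK cells, 0.08 in conventional dendritic cells, 0.20 in plasmacytoid dendritic cells and 1.08 in myeloid progenitors. Over the alternatives it ran from -0.06 to 0.45 in T and NK cells, from -0.58 to 0.20 in conventional and from -0.39 to 0.49 in plasmacytoid dendritic cells, so its direction in these classes is open. MHC class I medians were 1.25 in monocytes, 1.45 in myeloid progenitors, 0.66 in T and NK cells, 0.89 in conventional and 0.60 in plasmacytoid dendritic cells.

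Monocytes also had higher MHC class II transcripts, with a median of 1.83 that ranged from 0.94 to 4.30 over the alternatives. Cd74, the invariant chain, was at 624 and 2075 CPM, H2-Ab1, a class II beta chain, at 140 and 497, and Ciita, the class II transactivator, had a ratio of 5.08 (4.11 to 6.35). Their log2 ratios ran from 1.03 to 3.67, from 0.94 to 4.43 and from 1.42 to 4.30. The cytokine and chemokine list had a median of 1.09 in monocytes, with Cxcl10, which shares the receptor of Cxcl9, 4.23-fold higher (log2 ratio 2.08, and 1.54 to 3.16 over the alternatives) and Ccl2, a monocyte attractant, 3.00-fold higher. The median of this list was 0.79 in T and NK cells, 1.28 in myeloid progenitors, 0.71 in conventional and 0.31 in plasmacytoid dendritic cells. In conventional dendritic cells it was -0.53 with list genes among the variable genes. In plasmacytoid dendritic cells it was -0.09 without sub-clusters mostly of 1 library. Over the alternatives it reached 3.46 in myeloid progenitors, 1.59 in conventional and 4.07 in plasmacytoid dendritic cells, so these sizes are not firm. The named genes in monocytes were Serpina3g, a serine protease inhibitor (84.2-fold higher), Gbp6 (34.5-fold), Ly6a, the surface protein Sca-1 (22.8-fold), Gbp2 and AW112010 (17.1-fold) on the higher side, and Trf (7.99-fold lower), Padi2 (6.84-fold), Rbpms (5.54-fold), Cd300c2 (5.20-fold) and Tmem176b (4.88-fold) on the lower side. Different sub-clusters held most monocytes of each library. Numbers 3.0, 7.0, 7.1 and the first part of cluster 15 held 81.5% of the naive monocytes. Numbers 3.1, 3.2, 7.2 and 7.3 held 77.7% of the infected monocytes. Sub-cluster 7.1 (172 naive, 2 infected cells) and the first part of cluster 15 (84 and 2) shared leading genes Apoe, Hpgd and Adgre4. Adgre4 was also among the leading genes of sub-cluster 15.1, named macrophage, with 2 naive and 53 infected cells. The monocyte folds therefore compare partly unlike cells, and the monocyte and macrophage shares may depend on how these cells were named. A sub-cluster mostly of 1 library can also be that library rather than a cell type. Without such sub-clusters, which left 130 naive and 144 infected monocytes, the interferon-gamma median was 2.38, the cytokine median 0.33 and the type I median 0.17. The log2 ratios of the lower genes were then -1.17 for Rbpms, -1.21 for Cd300c2, -1.25 for Tmem176b and -2.07 for Trf, against -2.47, -2.38, -2.29 and -2.99 in all monocytes, and -2.62 for Padi2 against -2.77, so the sizes of the first 4 are not firm. The log2 ratio of Gbp6 was 3.95 as a mean over cells against 5.08. Naive Serpina3g and Ly6a, at 1.27 and 8.13 CPM, were near or under their estimated share of free RNA (10.5 and 48.6 CPM in naive empty droplets), so these folds are not firm. The median depth was 11059 UMIs in naive and 19685 in infected monocytes.

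**Figure D4:**
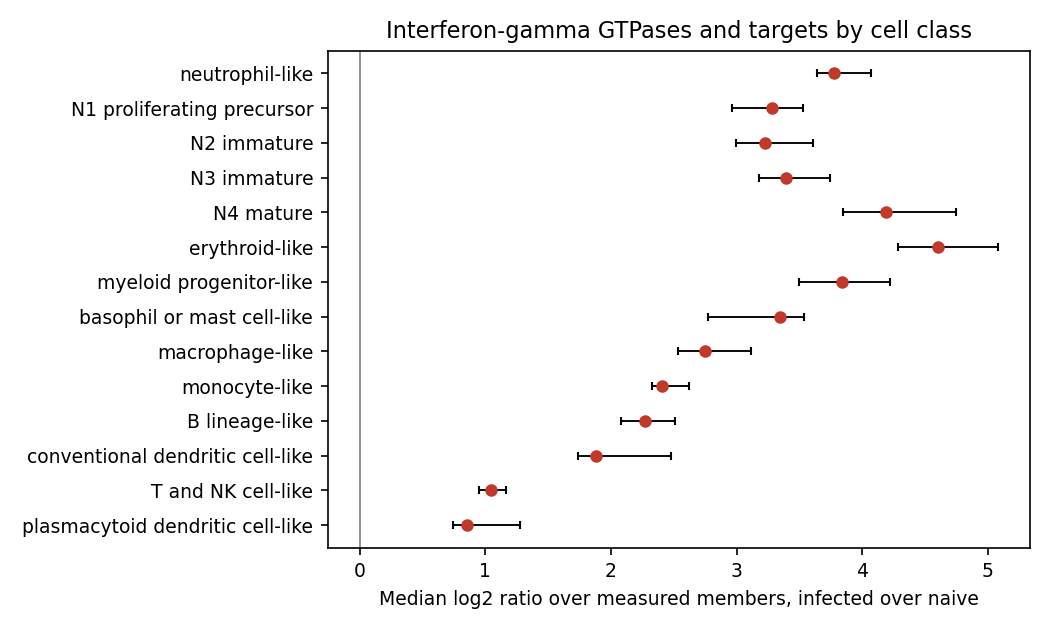
Median log2 ratio, infected over naive, of the interferon-gamma list in neutrophils, their stages N1 to N4 and the other cell classes, with points for the medians and bars for 95% intervals from redrawn counts. Medians ran from 0.85 in plasmacytoid dendritic cells to 4.60 in erythroid cells. With genes at 0 set to the floor the erythroid value is 3.45, below the 3.87 of N4 cells on that scale. Over the alternatives the plasmacytoid median ran from 0.71 to 1.68 and the erythroid median from 2.53 to 4.96.

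Myeloid progenitors, which feed the neutrophil and monocyte lines, had Irf1 11.4-fold higher (8.99 to 14.6). The log2 ratio of Irf1 was 3.50 and ran from 2.85 to 4.27 over the alternatives. The named genes of myeloid progenitors on the higher side were Serpina3f (0 and 289 UMIs), Serpina3g (82.9-fold), Gbp2 (40.1-fold), Gbp5 (25.9-fold) and H2-Q6 (16.4-fold). The ratio of Serpina3f was 87.4 with the naive count set to the floor, and its lower interval limit was 70.7. Naive Serpina3g and H2-Q6 lay under their estimated share of free RNA, and their log2 ratios ran from 3.85 to 9.99 and from 2.58 to 9.59 over the alternatives, so these folds are not firm. On the lower side were Vat1 (2.09-fold), Ldhb (2.02-fold), Lockd (1.96-fold), Ifngr1, a chain of the interferon-gamma receptor (1.63-fold), and Gstm1 (1.62-fold). Conventional dendritic cells had Dscam, Serpinb9, Dpp10, Serpina3g and Fscn1 on the higher side, between 33.1-fold and 70.9-fold, and Selenop, Tent5a, Cacnb2, Trf and Rbpms on the lower side, between 3.70-fold and 6.23-fold. This class joined sub-clusters 18.0, with 42 naive and 32 infected cells, 18.1, with 3 and 34, and 3.5, with 82 and 48. The leading genes of sub-cluster 3.5 included Flt3, but also the plasmacytoid marker Cox6a2 and Runx2. Both of the latter also led plasmacytoid sub-cluster 11.2. The values of this class therefore compare partly unlike cells. Without sub-cluster 18.1 the named genes kept their direction. Over all alternatives the log2 ratio of Dpp10 ran from 2.64 to 6.90 and those of the lower genes from -6.20 to -1.21, so their sizes are not firm.

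T and NK cells of the infected library had higher levels of most effector genes, and the direction of their cell cycle genes depended on which sub-clusters were compared. Ifng, which encodes interferon-gamma, was at 40.3 and 292 CPM, a ratio of 7.24 (6.12 to 8.61), and Gzmb, a protease of cytotoxic granules, had a ratio of 5.73 (4.84 to 6.83). The exhaustion-associated receptors Lag3 and Pdcd1 had ratios of 5.82 and 3.62, and Il21, a cytokine of helper T cells, had 1 and 297 UMIs, a ratio of 160 (28.5 to 6333). Perforin, encoded by Prf1, had a ratio of 0.689 (0.590 to 0.806), but a log2 ratio of 1.12 without sub-clusters mostly of 1 library. The effector list had a median of 0.77, with 9 of 12 members higher.

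The cell cycle list in T and NK cells had a median of 2.17, with all 12 members higher and Mki67, a proliferation marker, at a ratio of 5.67. Without sub-clusters mostly of 1 library, which left 90 naive and 181 infected cells, the median was -0.40 and Mki67 had a log2 ratio of -0.47, while the effector median was 1.15. The cell cycle median ran up to 4.32 over the alternatives. The named genes were Ly6a (9.16-fold higher), Hmmr (7.07-fold), Aspm (6.65-fold), Furin (6.64-fold) and Ccnb1 (6.53-fold), and, lower, Hdac9 (18.8-fold), Ccr7, a lymph node homing receptor (14.7-fold), Maml3 (13.7-fold), Il7r, the receptor for the survival cytokine interleukin 7 (10.1-fold), and St6gal1 (8.48-fold). Without sub-clusters mostly of 1 library the log2 ratios of the cell cycle genes among them were 0.35 for Hmmr, 0.50 for Aspm and 0.17 for Ccnb1, and those of the lower genes were -1.87 for Ccr7, -2.14 for Il7r, -1.68 for St6gal1 and -2.90 for Maml3, against -3.86, -3.33, -3.08 and -3.76 in all T and NK cells, so these folds are not firm. The log2 ratio of Hdac9 ran from -10.11 to -2.76 over the alternatives. Naive Ccnb1 and infected Hdac9 also lay under their estimated share of free RNA. Sub-clusters 8.1, 8.3, 8.4 and 12.0 held 78.4% of the naive cells, while 8.0, 8.2, 10.1, 10.3 and 12.2 held 67.6% of the infected cells. List genes other than class and stage markers were not used for clustering. Even so, Ifng and Il21 were among the leading genes of sub-cluster 10.3, which held 0 naive and 56 infected cells.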

Values the study reported

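The study processed 8579 bone marrow cells from naive mice and 8020 from infected mice. It reported that neutrophil numbers in bone marrow and blood rose 1.3 to 2-fold, against a 16-fold rise in the spleen. For bone marrow it gave a 1.3-fold rise in cell number in the single-cell data, as seen before by flow cytometry. It also gave lower numbers of early and immature B cells in infected bone marrow by flow cytometry. All 4 neutrophil populations were seen in both bone marrow samples, with minor changes during infection.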

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

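The tests of the neutrophil share and of the interferon-gamma targets were chosen after those results were seen, as were the limits that picked the MHC class II and immunoglobulin values. The limits by which the tests of a smaller B lineage and of doublets were read, among them the 25% share of UMIs for doublets, were set after the values of those tests had been seen. The tests of the B lineage share were chosen before the values they measure were seen.

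The neutrophil share was higher in the infected library. The smaller B lineage alone would leave the share among the other cells equal, and its ratio there was 1.13 (1.10 to 1.15). This interval covers counting error only, so with 1 library per group the remainder cannot be told apart from a difference between libraries. A stronger loss of other cells to the filters would remove the difference when every called barcode is kept, and the ratio was then 1.42 (1.38 to 1.46). Infection stays open as a hypothesis, on which the study's flow cytometry of bone marrow neutrophil numbers also bears. A difference between the sampled femurs or mice stays open too, because 1 library per group cannot separate it from infection.

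The B lineage share was lower in the infected library. If infected B cells had been left uncalled, their markers would remain in uncalled barcodes of at least 100 UMIs, yet the ratio there was 0.122 (0.0792 to 0.180), with 401 naive and 27 infected UMIs. If they had been given another name, their markers would remain over all called barcodes, where the ratio of 15 markers was 0.0599 (0.0587 to 0.0612), at 1979 and 119 CPM. Both values argue against those explanations. A loss of B lineage cells with infection is the hypothesis that the study's flow cytometry of bone marrow also bears on, while these counts alone leave a loss during preparation of 1 library open.

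Interferon-gamma targets were higher in infected neutrophils. Free RNA would put most members at or under its estimated contribution, but the infected level was a median of 10.8 times that contribution and above 2 times in 21 of 24 members, with a smallest value of 0.391. A shift between stages would leave the medians within stages near 0, and the smallest of them was 3.23 (3.00 to 3.61). Over the alternatives the lowest stage median was 2.40, in N1 cells. Doublets would have to bring a median of 36.6% of the UMIs of infected neutrophils, even from the class highest in each member (over 25% in 14 of 24 members), and without the highest-scoring cells, 4.13% of neutrophils, the median was 3.67 against 3.77, which argues against them as the whole cause. A response of neutrophils to interferon during infection is a hypothesis, and a batch difference between the libraries remains untested.

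MHC class II genes had opposite directions between classes, with medians of 1.83 in monocytes, 2.52 in myeloid progenitors and 1.08 in conventional dendritic cells against -1.25 in T and NK cells, a difference that was not tested, and the last of these was 0.44 with list genes among the variable genes. Over the alternatives the medians ran from 0.94 to 4.30 in monocytes, from 1.44 to 7.46 in myeloid progenitors, from 0.21 to 2.46 in conventional dendritic cells and from -4.83 to 0.44 in T and NK cells, so their sizes are not firm. Their levels in T and NK cells and in myeloid progenitors lay under those of empty droplets, with Cd74 at 201 and 85.1 CPM in T and NK cells and at 698 and 832 in the empty droplets.

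Immunoglobulin genes of droplets under 100 UMIs were not compared directly above, but entered through the subtraction of free RNA. These droplets held more Ighm in the infected library (1023 and 3326 CPM, a ratio of 3.25 with an interval of 3.14 to 3.37). They also held more Ighg3, with 4 naive and 1074 infected UMIs, a ratio of 265 (103 to 976).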

How the results depend on the processing

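No paired analysis was possible because each group had 1 library only. The alternatives without the second split of clusters and without sub-clusters mostly of 1 library were chosen after seeing the data, and all others were planned. Of the values recomputed, 70 of 90 class share ratios, 37 of 40 stage share ratios, 506 of 591 list medians in neutrophils, 365 of 536 list medians in other classes, 15 of 24 metalloproteinase ratios and 1437 of 1802 single-gene ratios stayed within the counting interval of the main value. Of the single genes, Mki67 and Prf1 in T and NK cells changed sign. These intervals are narrow, so moved values often differ little. Counts limit single values, as for Il21 in T and NK cells, where 1 naive UMI gives a ratio of 28.5 to 6333.

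The values that turned or that moved in the main comparisons were these, and the cause was not tested unless stated. A log2 value is given as turned where its main value was at least 1 in size. The T and NK effector median in neutrophils, for example, was -0.04 with free RNA subtracted. Share ratios without a cell filter were 1.55 for erythroid cells and 1.59 for myeloid progenitors. With the stricter filter they were 1.25 for neutrophils, 0.734 for monocytes and 1.15 for macrophages. Without library correction they were 9.12 for conventional dendritic cells, 2.22 for macrophages, 1.63 for myeloid progenitors, 0.779 for N2 and 1.20 for N3. With naive labels carried over they were 0.673 for conventional dendritic cells, 0.715 for N2, and, turned, 0.914 for macrophages and 1.05 for monocytes. With list genes among the variable genes and with 15 principal components conventional dendritic cells had 1.49 and 1.52. At resolution 1 monocytes had 0.798 and myeloid progenitors 1.64. Without the second split the B lineage had 0.147, T and NK cells 1.08, conventional dendritic cells 1.59, and, turned, macrophages 0.765 and monocytes 1.01.

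The interferon-gamma median in neutrophils was 3.60 at resolution 1, 5.02 with free RNA subtracted and 4.15 as a mean over cells, and in N4 cells 3.61 with a pseudocount of 5. In monocytes it was 2.63 with doublets removed, 2.68 without library correction and 2.65 with labels carried over. The MHC class I median was 2.20 with free RNA subtracted. With cells thinned to 2000 UMIs the type I median was 1.29 and that of genes higher in spleen N4 cells 1.90. The early-response median in N4 cells was -0.84 without a filter, -0.37 with labels carried over and -0.70 as a mean over cells. Without sub-clusters mostly of 1 library, the cell cycle median in T and NK cells turned to -0.40 and Mki67 to -0.47, Prf1 was 1.12, and the B lineage was left with too few cells for a value. MHC class II in T and NK cells turned to 0.44 with list genes among the variable genes, and immunoglobulin isotypes in neutrophils to -0.14 with free RNA subtracted, a value set by library totals because no UMIs were left. With free RNA subtracted, log2 ratios in neutrophils were 0.12 for Mmp8, -0.0084 for Mmp9 and 0.067 for Mmp25, and -0.055 for Mmp9 in N4 cells. TMM scaling gave 0.23 for Mmp8 and 0.10 for Mmp9 in neutrophils, and 0.63 for Mmp8, 0.13 for Mmp9 and 0.25 for Timp2 in N4 cells.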

Other observations

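The macrophage and B lineage values here were picked after the gene lists had been computed in all classes.

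Cells named macrophages had lower levels of iron and haem handling genes in the infected library, with a median log2 ratio of -1.32 (-1.96 to -0.88) and 7 of 9 measured members lower. Hmox1, the enzyme that degrades haem, was at 2458 CPM in 81 naive cells and 322 in 123 infected cells, 7.62-fold lower. Slc40a1, the iron exporter ferroportin, was 5.46-fold lower, and Spic, a transcription factor of macrophages that recycle red cells, was 3.47-fold lower. Cd163, a receptor for haemoglobin complexes, had 47 naive and 2 infected UMIs, a ratio of 0.0170 (0.00200 to 0.0651). The class compares partly unlike cells. Sub-cluster 15.1 made up 53 of the 123 infected cells and 2 of the naive ones, and its leading genes included Cfb, Saa3 and Cxcl9, which also led monocyte sub-cluster 7.2, while C1qb was the macrophage marker among them. Without it, in 79 naive and 70 infected cells, the median was -0.40 and the log2 ratios were -1.88 for Hmox1, -0.76 for Slc40a1 and -0.43 for Spic. The median depth was 1746 UMIs in naive and 5019 in infected macrophages.

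The 95 cells named B lineage in the infected library carried transcripts of T and NK cells, with a median of 5.12 for the effector list and Nkg7, a granule protein of cytotoxic cells, at 5.86 and 379 CPM. Over the alternatives the median ran from 2.30 to 7.71 and the log2 ratio of Nkg7 from 0.57 to 12.65, so the sizes are not firm. Nkg7 stood at 249 CPM in the infected empty droplets. Sub-cluster 4.5 held 5 naive and 37 infected cells of this class. Other immunoglobulin genes in empty droplets did not share one direction, with Igha at a ratio of 0.643, Ighg2b at 0.309 and Ighg2c at 1.36. Ighg1 had 5 and 8 UMIs there.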
